# Circadian Clock Genes *Per1* and *Per2* Regulate the Response of Metabolism-Associated Transcripts to Sleep Disruption

**DOI:** 10.1371/journal.pone.0052983

**Published:** 2012-12-28

**Authors:** Jana Husse, Sophie Charlotte Hintze, Gregor Eichele, Hendrik Lehnert, Henrik Oster

## Abstract

Human and animal studies demonstrate that short sleep or poor sleep quality, e.g. in night shift workers, promote the development of obesity and diabetes. Effects of sleep disruption on glucose homeostasis and liver physiology are well documented. However, changes in adipokine levels after sleep disruption suggest that adipocytes might be another important peripheral target of sleep. Circadian clocks regulate metabolic homeostasis and clock disruption can result in obesity and the metabolic syndrome. The finding that sleep and clock disruption have very similar metabolic effects prompted us to ask whether the circadian clock machinery may mediate the metabolic consequences of sleep disruption. To test this we analyzed energy homeostasis and adipocyte transcriptome regulation in a mouse model of shift work, in which we prevented mice from sleeping during the first six hours of their normal inactive phase for five consecutive days (*timed sleep restriction* – TSR). We compared the effects of TSR between wild-type and *Per1/2* double mutant mice with the prediction that the absence of a circadian clock in *Per1/2* mutants would result in a blunted metabolic response to TSR. In wild-types, TSR induces significant transcriptional reprogramming of white adipose tissue, suggestive of increased lipogenesis, together with increased secretion of the adipokine leptin and increased food intake, hallmarks of obesity and associated leptin resistance. Some of these changes persist for at least one week after the end of TSR, indicating that even short episodes of sleep disruption can induce prolonged physiological impairments. In contrast, *Per1/2* deficient mice show blunted effects of TSR on food intake, leptin levels and adipose transcription. We conclude that the absence of a functional clock in *Per1/2* double mutants protects these mice from TSR-induced metabolic reprogramming, suggesting a role of the circadian timing system in regulating the physiological effects of sleep disruption.

## Introduction

The prevalence of obesity has dramatically increased in most industrialized countries within the last decades [1]. At the same time, average sleep times have decreased. Whereas self-reported daily sleep duration was eight to nine hours in 1960, it was close to seven hours in 1995 [2], [3]; today, almost a third of adults report sleeping less than six hours per night [4]. Epidemiological studies have shown that short sleep is associated with higher body mass index (BMI) [5], indicating that sleep curtailment might promote obesity. In line with this, shift work, which is often accompanied by severe disruption of normal diurnal sleep patterns and reduction of overall sleep quality [6], is associated with a higher risk of developing obesity, type-2 diabetes and metabolic syndrome [7], [8], [9], [10], [11]. A causal link between sleep disruption and metabolic impairments has been established in a number of laboratory studies (reviewed in [12], [13]). Sleep restricted humans show increased appetite and – if allowed free access to food – eat more [14], [15]. In addition, circulating levels of metabolically relevant hormones such as leptin and ghrelin are altered and pre-diabetic changes in glucose homeostasis are observed (reviewed in [13], [16]). Interestingly, the blood levels of several adipokine hormones correlate with sleep duration [17], suggesting that (white) adipose tissue may be an important peripheral target of sleep loss [18]. In line with this idea, sleep loss or poor sleep quality can lead to dyslipidemia and increased abdominal fat accumulation in humans [7], [11], [19], [20]. Rodent models of sleep restriction confirmed metabolic effects on glucose homeostasis, and changes in liver physiology and hepatic transcription have been described in some detail [21], [22], [23]. In addition alterations in plasma levels of adipokines were shown in rodents [24]. However, the effects of sleep disruption on adipocyte function remain largely unknown.

There is accumulating evidence that the circadian timing system is tightly linked to metabolic regulation. Many key enzymes in metabolically relevant tissues like liver, adipose tissues or pancreas are clock controlled. Clock disruption by genetic or behavioral means can result in severe metabolic impairments including obesity, insulin resistance and metabolic syndrome (reviewed in [25], [26], [27]). Thus sleep and circadian disruption appear to have very similar metabolic endpoints, which led us to hypothesize that the circadian clock might mediate the metabolic effects of sleep disruption. To test this we compared the effects of sleep disruption between wild-type and clock-deficient mice. We used a genetic model of clock deficiency, in which both *Period* genes (*Per1* and *Per2*) are disrupted [28], [29]. *Per1* and *Per2* are key players in the molecular clock mechanism and simultaneous deletion of *Per1* and *Per2* in mice destroys the functionality of the clock and abrogates circadian behavioral and physiological rhythms [29]. Following our hypothesis that the circadian clock might mediate the effects of sleep disruption, we predicted a blunted response to sleep disruption in clock-deficient *Per1/2* mutants.

Our study uses a mouse model of shift work, in which mice were prevented from sleeping during the first six hours of their normal inactive phase for five consecutive days (termed *timed sleep restriction* – TSR). We show that this protocol results in increased food intake, hyperleptinemia and body weight changes in wild-type mice. In addition we observe a significant transcriptional reprogramming of white adipose tissue, indicative of increased lipogenesis. Some of these effects persist for at least one week after the end of TSR. In contrast, clock-deficient *Per1/2* double mutant mice show blunted metabolic effects of TSR on most parameters. Thus the absence of a functional clock appears to protect these mice from the TSR-induced effects, suggesting that the circadian clock at least partly mediates the metabolic effects of sleep disruption.

## Materials and Methods

### Animals

All animal experiments were carried out in compliance with the German Law on Animal Welfare and were approved by the Office for Consumer Protection and Food Safety of the State of Lower Saxony. *Per1/2* double mutant mice were generated from *Per1* (*Per1^Brd1^*) [29] and *Per2* (*Per2^Brd1^*) [28] mutant mice (both backcrossed to C57BL/6 for at least ten generations). Genotyping was performed as described [28], [29]. 9–11 week old male C57BL/6 and congenic *Per1/2* mice were used for all experiments. Body weight at the beginning of the experiment was not different between wild-type and *Per1/*2 mutant mice.

### Food and body weight measurements

Animals were group-housed during the experiments (4–6 mice per cage). Body weight was measured at the same time of the day once per week under each condition (on the last day of each condition) and body weight gain/day was calculated by dividing the weekly body weight gain by 7. Food intake was measured during a 24 hour window during control conditions, on the last day of TSR and on the 7^th^ day during recovery. A daily food intake value was obtained for each cage and the daily food intake/mouse was calculated by dividing the whole-cage food intake by the number of mice in this cage. Thus each food intake value represents already an average over 4–6 mice.

### Timed sleep restriction

Timed sleep restriction (TSR) was performed using a gentle handling protocol during the first six hours of the light phase (*Zeitgeber* time (ZT) 0–6) for five consecutive days. This gentle handling approach is an established protocol for the disruption of diurnal sleep patterns in mice [30], [31], [32] and rats [33]. Mice were observed throughout the TSR period by an experimenter. As soon as one of the animals adopted a sleeping posture (eyes closed, no movement for more than five seconds), they were woken up by introducing novel and interesting objects into the cage or by gently touching the animal with a plastic pipette. We counted the number of interventions necessary to keep wild-type and *Per1/2* mutant mice awake at different hours of TSR and found that a maximum of nine interventions per hour were required (Fig. S1). Together with the maximum of five seconds that an animal was allowed in a sleep-like posture, this means that during the six hours of sleep restriction mice were maximally allowed 4.5 minutes of sleep (1.2% of the TSR time), equaling 1.9% of the sleep time of a normal undisturbed C57BL/6 wild-type mouse during that time [34], [35]. Of note, mice were undisturbed during the rest of the day (ZT6–18) and allowed to compensate for any sleep lost in the morning. Mice were kept in grouped cages (3–5) under 12 h∶12 h light-dark conditions (LD) with 50 lux light intensity in the light phase, constant temperature (20±0.5°C) and humidity (50–60%), and *ad libitum* access to standard chow food (Ssniff V1126, Soest, Germany) and water. Activity was measured using custom-made passive infrared sensors installed on the lid of each cage and analyzed using ClockLab Software (Actimetrics, Evanston, IL). Animals were assigned to the control (no TSR), the timed sleep restriction (TSR for five consecutive days), or the recovery group (TSR followed by one week of undisturbed sleep). All animals were sacrificed by cervical dislocation (under dim red light during the dark period). Trunk blood was collected into EDTA-coated capillary tubes (Microvette CB300, Sarstedt, Nümbrecht, Germany) to obtain plasma after centrifugation.

### Plasma metabolite determination

Plasma glucose levels were determined using a blood glucose meter (Accu-Chek Aviva, Roche, Mannheim, Germany). Plasma glycerol and triglyceride levels were measured using the Serum Triglyceride Determination Kit (Sigma, St. Louis, MO) and non-esterified free fatty acid (NEFA) levels were measured using the Serum/Plasma Fatty Acid Kit (Zenbio, Durham, NC) according to the manufacturers' protocols.

### Immunoassays

Corticosterone was measured from plasma samples using the ImmuChem Double Antibody 125I-Radioimmunoassay Kit (MP Biomedicals, Solon, OH); plasma leptin was measured using the Mouse Leptin ELISA Kit (Crystal Chem, Downers Grove, IL) according to the manufacturers' protocols.

### RNA isolation and quantitative real-time PCR (qPCR)

Total RNA was extracted from RNAlater- (Ambion, Darmstadt, Germany) protected epididymal adipose tissue samples collected in the middle of the dark phase (ZT18) using RNeasy Lipid Tissue Mini Kit (Qiagen, Hilden, Germany). On-column DNase treatment was performed to avoid residual genomic DNA contamination. cDNA was synthesized using Superscript II reverse transcriptase (Invitrogen, Darmstadt, Germany) and Oligo-dT primers, followed by quantitative real-time (q)PCR using iQ SYBR Green Supermix on an iCycler thermocycler (Bio-Rad, Munich, Germany) according to the manufacturer's protocol. Primer sequences are available on request. *Eef1α* expression was used for normalization and relative quantification (ΔΔCT method) was performed as described [36].

### Microarray analysis

RNA was extracted as described above; cRNA synthesis and labeling was performed by the microarray core facility of the University of Göttingen according to standard protocols. cRNA was hybridized to Affymetrix GeneChip Mouse Genome 430A 2.0 arrays and raw fluorescent intensity values were normalized using the MAS5 algorithm and Affymetrix Expression Console software. Only transcripts with significant expression calls were included for further analysis. To test for significant regulation between control and TSR conditions we used Student's t-tests with Benjamini-Hochberg correction for multiple testing to control for false discovery rate [37]. Only regulated genes (false discovery-corrected p-value<0.05), which were at least 2-fold up or down regulated were used for further analysis. Gene ontology enrichment analysis was performed using the Cytoscape plug-in for Bingo [38]. As reference for ontology analysis a list of all genes, which were expressed in WAT at ZT 18 (genes with significant expression call) was used. Results were visualized using GoSurfer [39]. Heat maps of log-transformed normalized values were constructed using Dchip software [40]. Raw data have been deposited in the GEO database (www.ncbi.nlm.nih.gov/geo/), accession number is GSE38921.

### Data analysis

All data are shown as mean +/− SEM. Statistical comparisons were made using GraphPad Prism (GraphPad, La Jolla, CA) or Excel software (Microsoft, Redmond, WA); p-values below 0.05 were considered significant. Student's t-tests were used for comparison of two groups and one-way ANOVAs with Bonferroni post-tests when more than two groups were compared. Where time and group interactions or genotype and group interactions were compared, two-way ANOVAs with Bonferroni post-tests were used. Unless stated otherwise statistical comparisons were always made between control and TSR or control and recovery period groups for the same genotype.

## Results

### Timed sleep restriction (TSR) alters diurnal activity profiles, food intake and leptin levels in wild-type mice

We subjected wild-type mice to TSR by preventing them from sleeping in the first six hours of their normal inactive phase (*Zeitgeber* time (ZT) 0–6) using a gentle handling protocol. This protocol was performed for five consecutive days, mimicking a five-day night shift schedule. Because stress might confound metabolism-associated readouts, we tested the effects of TSR on stress axis regulation by measuring plasma corticosterone levels every six hours during the last day of TSR. Diurnal corticosterone profiles were not significantly changed by five days of TSR (Fig. S2; but see phase shifts observed after ten days – [22]), indicating a relatively stress-free procedure. To investigate the effects of TSR on diurnal activity profiles, we measured locomotor activity during control conditions, TSR and during one week after the end of TSR (recovery) (Fig. 1A–C). We compared relative activity values for 6 hour bins over the course of the day. As expected, activity was strongly increased between ZT0–6, the time of gentle handling (Fig. S3A). During the times where the animals were left undisturbed (ZT6–24), the most pronounced effect on activity levels was observed between ZT18–24 (Fig. S3B,C; Fig. 1C). At this time activity levels were strongly decreased during TSR. Interestingly, the diurnal activity profiles were only partially restored during recovery with mice retaining decreased activity levels in the second half of the dark period (Fig. 1A–C). Acute disruption of diurnal activity patterns has been described in other mouse models of shift work [22], [41], [42] and both the acute and prolonged effects of activity we describe are reminiscent of what has been observed in human shift workers [43], indicating that our TSR procedure mimics human shift work conditions. Despite this pronounced change of diurnal activity patterns during TSR and recovery, total activity levels were unaltered (Fig. S3D).

**Figure 1:**
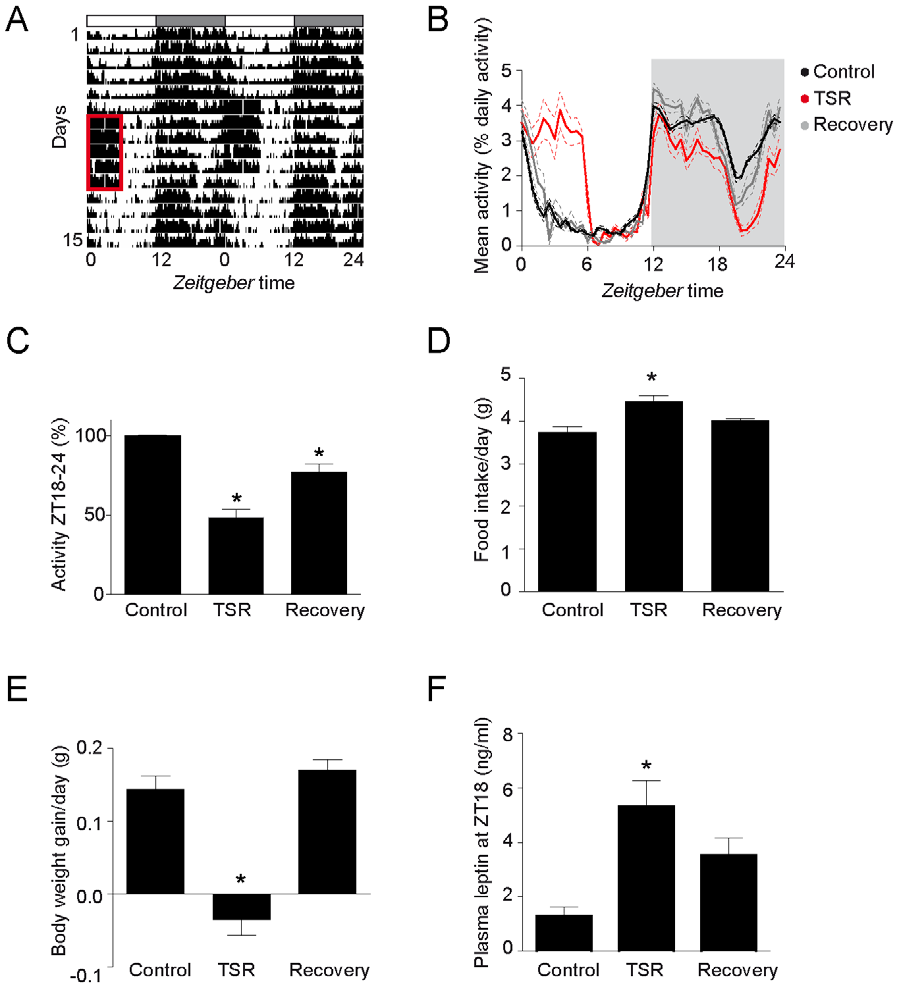
Timed sleep restriction (TSR) alters diurnal activity profiles, food intake and plasma leptin levels in wild-type mice. A) Representative double plotted activity recording during five days of control, five days of TSR and five days of recovery. TSR (ZT0–6) is highlighted by a red rectangle. Light and dark phases are indicated by white and grey boxes, respectively. B) Mean diurnal activity profiles were generated by plotting the relative locomotor activity for every 30 min bin as percentage of total daily activity. Light and dark phases are indicated in white and grey, respectively. Data are plotted as mean ± SEM (dotted lines). C) Relative activity during the second half of the night (ZT 18–24). *: p<0.001 control vs. TSR, p<0.05 control vs. recovery, one-way ANOVA with Bonferroni post-test. D) Food intake during one day of control, during the last day of TSR and during the 7^th^ day of recovery. * p<0.001 control vs. TSR, one-way ANOVA with Bonferroni post-test. P<0.001 control vs. TSR, p<0.01 control vs. recovery, t-test. E) Body weight gain per day of control, TSR and recovery. *: p<0.001 control vs. TSR, one-way ANOVA with Bonferroni post-test. F) Plasma leptin levels at ZT18 measured on one day of control, the last day of TSR and the 7^th^ day of recovery. *: p<0.05 control vs. TSR, one-way ANOVA with Bonferroni post-test. P<0.01 control vs. TSR, p<0.05 control vs. recovery, t-test. All data are shown as mean ± SEM. Sample sizes were 5 per group for activity, 3–8 per group for food intake, 17–33 per group for body weight and 4–5 per group for leptin data.

Next we investigated effects of TSR associated with energy metabolism. In line with what has been reported earlier for sleep-deprived humans [15] and rodents [44], [45], [46], food intake was increased during TSR (Fig. 1D). However in contrast to many other rodent studies, we did not only investigate acute but also prolonged effects of TSR (recovery). Surprisingly, there was a clear trend towards persistence of hyperphagy during recovery (Fig. 1D). As reported before [44], [45], [46] mice did not gain body weight during the week of TSR. However there was a trend towards increased body weight gain during recovery compared to control conditions (Fig. 1E). This finding is in line with the hyperphagy observed during TSR and could be an early indicator of deregulated energy homeostasis.

As the anorexigenic adipokine leptin had previously been shown to be altered after sleep restriction in humans [14], [47], [48] and rodents [22], [23], we measured plasma leptin during control, TSR and recovery conditions. To avoid acute effects of TSR-associated manipulations we determined leptin levels at the opposite phase of the LD cycle in the middle of the night (ZT18). At this time plasma leptin was elevated more than 3-fold after TSR in wild-type mice (Fig. 1F). During recovery, leptin appeared still increased, but this effect only reached significance in a pair-wise test (Fig. 1F). In summary, in wild-type mice TSR results in disrupted activity profiles accompanied by hyperphagy and hyperleptinemia. Some of these effects persist for at least one week after the end of TSR.

### TSR alters diurnal activity profiles, but not food intake or leptin levels in *Per1/2* mutants

We next wanted to test our hypothesis that some of the effects of sleep disruption might be mediated by the circadian clock. We subjected circadian clock-deficient *Per1/2* double mutant mice to the same TSR procedure with the prediction that the clock-deficiency in these mutants should result in reduced TSR effects. In contrast to wild-type mice, TSR in *Per1/2* mutants resulted in a loss of the normal LD locomotor activity pattern (Fig. 2A, B). During TSR, their main activity period was shifted to the early light phase and, consequently, the distribution of activity between light and dark phases was reversed. Comparable to what we had observed in wild-type mice, the activity of *Per1/2* mutants in the second half of the dark phase (ZT18–24) was reduced during TSR (Fig. 2C, Table S1). However, this effect appeared to be an acute effect of the TSR procedure, because a rapid restoration of activity patterns similar to control conditions was observed during recovery (Fig. 2B,C, Table S1). Despite clear effects on activity profiles, the responses to TSR associated with energy metabolism were severely blunted in *Per1/2* mutants. Food intake was not changed by TSR, as were plasma leptin levels at ZT18 (Fig. 2D,F, Table S1). Of note, baseline levels of leptin were increased in *Per1/2* mutants compared to wild-type baseline levels (Fig. 2F, Table S1), which is in accordance with earlier studies [49]. The acute effects on body weight gain during TSR were similar to wild-type mice (Fig. 2E, Table S1). However, *Per1/2* mutants did not show increased body weight gain in the recovery week, but instead weight gain remained significantly below control conditions (Fig. 2E, Table S1). Two-factor analysis revealed mean effects of TSR and genotype on the described parameters (Table S1). Of note, some of the parameters (body weight and activity) revealed significant interaction effects, confirming that *Per1/2* mutants react differently to TSR than wild-type mice. In summary, *Per1/2* mutant mice showed strong responses to TSR at the behavioral level, while at the same time they appeared to be protected from the physiological effects of TSR.

**Figure 2:**
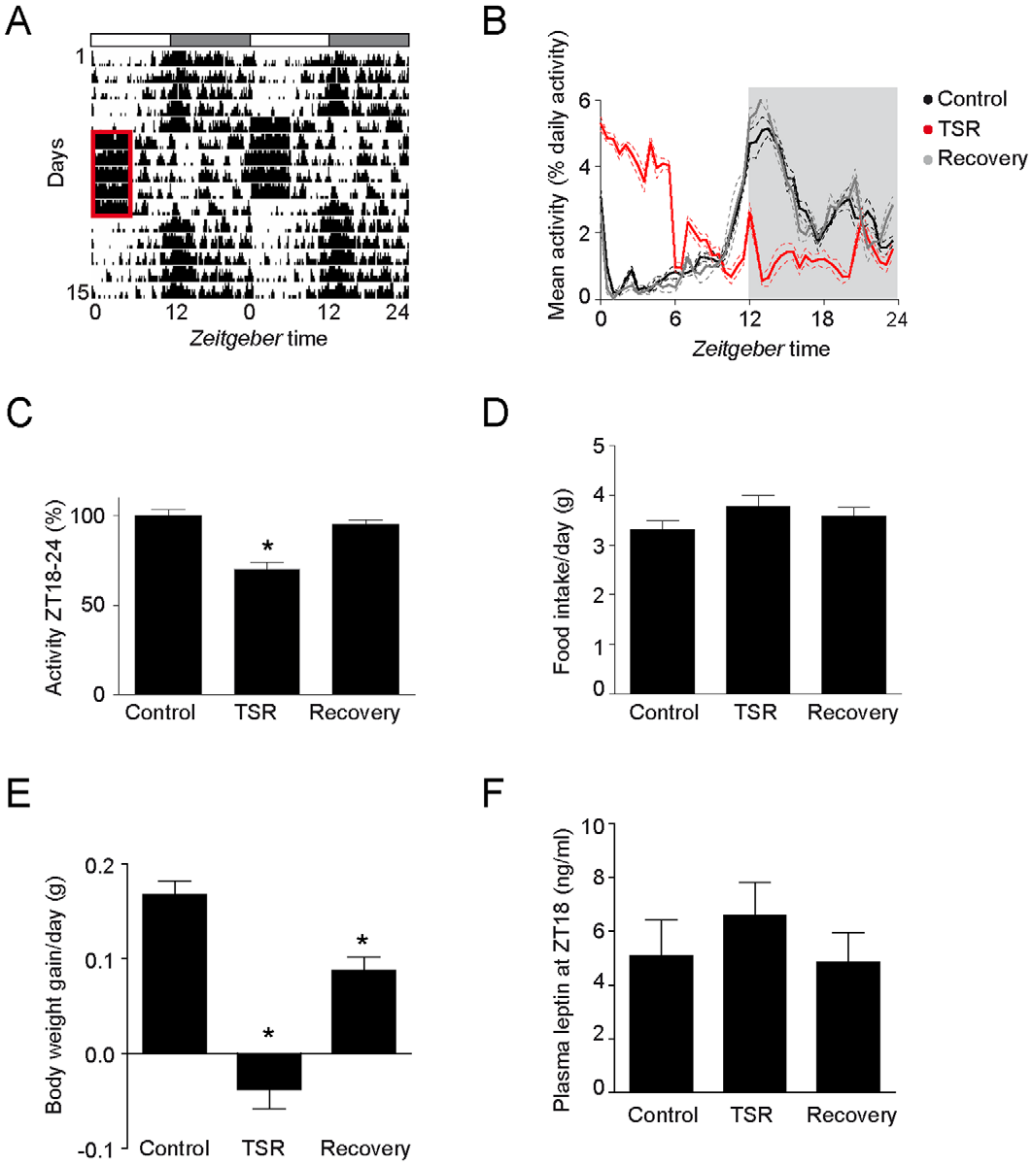
TSR alters diurnal activity profiles, but not food intake or plasma leptin levels in *Per1/2* mutants. A) Representative double plotted activity recording during five days of control, five days of TSR and five days of recovery. TSR (ZT0–6) is highlighted by a red rectangle. Light and dark phases are indicated by white and grey boxes, respectively. B) Mean diurnal activity profiles (n = 5) were generated by plotting the relative locomotor activity for every 30 min bin as percentage of total daily activity. Light and dark phases are indicated in white and grey, respectively. Data are plotted as mean ± SEM (dotted lines). C) Relative activity during the second half of the night (ZT 18–24). Activity is expressed relative to the average activity during the same time in the control week (in %). *: p<0.001 control vs. TSR, two-way ANOVA with Bonferroni post-test, see also Suppl. Table ST1. D) Food intake during one day of control, during the last day of TSR and during the 7^th^ day of recovery. Two-way ANOVA with Bonferroni post-test not significant, see also Table S1. E) Body weight gain per day of control, TSR and recovery. *: p<0.001 control vs. TSR, p<0.05 control vs. recovery, two-way ANOVA with Bonferroni post-test, see also Suppl. Table ST1. F) Plasma leptin levels at ZT18 measured on one day of control, the last day of TSR and the 7^th^ day of recovery. Two-way ANOVA with Bonferroni post-test, not significant, see also Table S1. All data are shown as mean ± SEM. Sample sizes were 5 per group for activity, 4–8 per group for food intake, 17–33 per group for body weight and 4–5 per group for leptin.

### TSR-induced transcriptional reprogramming in white adipose tissue (WAT) in wild-type mice

TSR resulted in altered leptin levels in wild-type mice indicating a deregulation of adipose physiology, in line with previous findings from sleep restricted humans [47] and human shift workers [50], [51]. We observed similar changes in the expression levels of *leptin* mRNA in white adipose tissue (Fig. S4), which prompted us to analyze the underlying transcriptome changes. We performed microarray analyses comparing WAT transcriptome regulation at ZT18 between control and TSR mice. 

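The arrays held epididymal WAT of C57BL/6 mice at ZT18, with 3 control samples and 3 samples from the last of 5 days of TSR (6 h of gentle handling per day). For these samples the paper states RNAlater-protected tissue and a lipid tissue RNA kit, whereas the sample labels state tissue frozen in liquid nitrogen and Trizol extraction. The paper gives 3 samples per group. Neither its text nor the labels say whether each array held a separate animal or a pool, so the p-values measure only the spread between these samples. The deposited values are MAS5 signal intensities of 22690 probe sets on a linear scale, which the authors had scaled to one target per array. The mean of the middle 96% of probe sets was 500.2 on every array. Median signals lay between 127 and 141, the 25th percentile lay between 20.9 and 25.3, and the lowest signal was 1. Across probe sets, which are not independent replicates, log2 signals correlated with r between 0.967 and 0.971 within a group and between 0.953 and 0.957 across groups. The paper kept transcripts with significant expression calls. These calls were not used here, and the 35% of probe sets with the lowest mean log2 signal were left out instead, together with 64 control probe sets. TSR and control were compared on log2 signals with limma and Benjamini-Hochberg adjustment over the remaining 14694 probe sets, which are called expressed here. For gene lists, each of 8613 genes was represented by its brightest probe set. The 34 gene lists, this filter, the main tests and their alternatives, apart from an unequal-variance test and a filter on mean linear signal added later, were set before the data were examined, but after Table S2 and Fig. 3 had been read. The median SD within a group was 0.10 on the log2 scale, and the number of arrays limits the precision.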

25% of all expressed genes were significantly up or down regulated by TSR with 3.2% being regulated more than 2-fold (Table S2). 

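The largest rises in the WAT samples after TSR were in genes of proteins that the liver secretes or uses in metabolism. For these genes, RNA of liver cells in the TSR samples and expression in WAT itself could not be told apart. Serpina1c, an alpha-1-antitrypsin gene, rose from a signal of 69.0 ± 8.27 (SD, n = 3) in control to 3049 ± 185 (SD, n = 3) after TSR, and Bhmt, a methyltransferase of homocysteine, from 20.7 ± 8.17 to 801 ± 17.2. Apoa1, which encodes the main protein of HDL, lay below the 25th percentile of every control array by a pair of its probe sets, and was at least 39.7-fold higher by the brighter of them. The brightest probe set of Apoa1 was neither of this pair, and was not among the 10 largest rises with no overlap between groups. The largest falls included the chemokine gene Ccl8, from 967 ± 37.4 to 163 ± 11.1, and Mki67, a marker of dividing cells, from 142 ± 11.8 to 34.7 ± 7.17. In the same arrays 29 of 32 tested markers of hepatocytes (liver cells) were higher after TSR. The 5′ minus 3′ log2 signal of the bacterial control RNA dap was 1.52 higher by one set of probe sets and 1.26 higher by the other. Of 14694 expressed probe sets, 6845 (46.6%) passed an adjusted p of 0.05 in limma, 3765 of them higher and 3080 lower after TSR. At least 2-fold changes were found for 501 probe sets (3.41%), of which 323 rose and 178 fell. This excess of rises shrank with other scalings, to 258 higher and 225 lower after quantile normalization and 249 higher and 240 lower after median centring. In 56.5% of the expressed probe sets every TSR array lay beyond every control array, against 10% by chance. The direction depended on the scaling between arrays, with 2675 higher and 4230 lower probe sets after median centring and 3104 higher and 3352 lower after quantile normalization. The count of at least 2-fold changes was 883 without the filter and 289 with the lowest 50% of probe sets left out, and an unequal-variance test on linear signals, chosen after the data were seen, called 3545 probe sets changed at any fold.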

Gene ontology analysis revealed an over-representation of metabolic processes (Fig. 3A). 

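Gene ontology terms were not used here, and gene lists of single pathways were tested in their place. Among the metabolic lists, genes of cholesterol synthesis and uptake rose, 15 of 19 with 4 not passing the test. Fdps, the farnesyl diphosphate synthase gene, rose from 229 ± 15.7 (SD, n = 3) to 547 ± 21.8 (SD, n = 3). Of 11 glycogen genes, 9 rose and 1 fell. They included Gys2, a glycogen synthase gene (log2 fold change 1.71), and Ppp1r3c, which targets protein phosphatase to glycogen (1.38). Of 9 genes of the pentose phosphate pathway and NADPH supply, 6 rose and 3 did not pass. Of 42 genes of oxidative phosphorylation 19 fell and 3 rose. Their median log2 fold change (-0.11) lay inside the middle 95% of random lists of like signal (-0.23 to -0.08), and Fisher's exact test of the share of changed genes gave adjusted p = 0.58. Of 23 genes of fatty acid oxidation 5 rose and 8 fell, among the latter Cpt1a, which controls fatty acid entry into mitochondria (-0.72). Lipolysis and lipid droplet genes counted 6 higher and 6 lower of 16, with a median above the middle 95% of random lists of like signal (-0.29 to -0.03), and insulin signalling genes 8 higher and 6 lower of 18. Adjusted over the list alone, lipolysis counted 7 higher and 7 lower, and the other 6 counts were the same. In Fisher's exact test, cholesterol (adjusted p = 0.015), glycogen (0.014) and insulin signalling (0.023) passed. Pentose phosphate (0.39), lipolysis (0.069) and fatty acid oxidation (0.47) did not. Camera with a preset correlation of 0.01 gave adjusted p = 4.0e-06 for cholesterol, 0.0011 for glycogen, 0.026 for pentose phosphate and 0.0019 for oxidative phosphorylation. These 4 calls were lost, with adjusted p = 0.057, 0.097, 0.40 and 0.56 with an estimated correlation. Of 30 lists tested, 19 passed with the preset correlation, and the 4 that also passed with an estimated one were those of hepatocytes, macrophages, the interferon response and the cell cycle. In the same arrays 29 of 32 tested hepatocyte markers were higher after TSR, and the 5′ minus 3′ log2 signal of the beta-actin control probe sets was -0.67 ± 0.0013 against -1.22 ± 0.012 in control (exact permutation p = 0.1, two-sided, the smallest that 3 against 3 allow). After quantile normalization oxidative phosphorylation counted 12 higher and 7 lower genes and no longer passed in camera (adjusted p = 0.30), lipolysis 8 higher and 1 lower and passed (0.0047, with a median of 0.15 against 0.02), and fatty acid oxidation 7 higher and 5 lower.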

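Genes of fatty acid synthesis rose after TSR, 14 of 19 tested, while 3 fell and 2 did not pass the test. Acly, which makes cytosolic acetyl-CoA from citrate, rose from a signal of 4404 ± 80.5 (SD, n = 3) to 10139.8 ± 877 (SD, n = 3), and the fatty acid elongase gene Elovl6 from 403 ± 8.70 to 1742 ± 24.1. Scd1, the stearoyl-CoA desaturase gene and the brightest of the list, was among those that fell (log2 fold change -0.50), with a change of -0.12 (adjusted p = 0.055) after quantile normalization and adjusted p = 0.071 in the test named in the methods. Its other probe set rose (0.39). Of 17 genes of glycolysis and glucose uptake, 13 rose, such as the pyruvate kinase gene Pkm (1.38), 3 did not pass, and Slc2a1, which encodes the glucose transporter GLUT1, fell (-0.57). Of 13 genes of triglyceride synthesis, 8 rose, such as the glycerol-3-phosphate dehydrogenase gene Gpd1, from 2561 ± 134 to 5711 ± 302, Mogat1 fell (-0.34) and 4 did not pass. Adjusted over the list alone, glycolysis counted 14 higher and 2 lower, and the other lists kept these numbers. Median log2 fold changes were 0.81, 0.44 and 0.25 for the 3 lists in this order, with camera adjusted p = 8.1e-06, 3.7e-05 and 0.017. That of triglyceride synthesis is the value of the brighter Dgat2 probe set, and was 0.16 with 6 higher after median centring and 0.47 with 9 higher by the mean of a gene's probe sets. The 3 calls were lost, with adjusted p = 0.34, 0.093 and 0.35 with an estimated correlation. The share of changed genes was above that of the other tested genes for fatty acid synthesis (Fisher's exact test, adjusted p = 0.0010) and glycolysis (0.015), but not for triglyceride synthesis (0.21). Table S2 holds 6, 3 and 2 of the genes by the probe sets used. Albumin (Alb), a hepatocyte marker, rose in the same arrays from 129 ± 31.6 to 3205 ± 143, and the 5′ minus 3′ log2 signal of the bacterial control RNA phe was 0.71 higher by one set of probe sets and 0.78 higher by the other.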

Most strikingly, both lipid (44 of 631 genes) and carbohydrate metabolism associated transcripts (39 of 411 genes) were significantly over-represented (and several genes of other metabolic pathways were also affected), suggesting a transcriptional reprogramming of key WAT metabolic pathways (Fig. 3B, C). 

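Across the 5 lists of lipid metabolism, 90 genes were tested, of which 48 rose, 18 fell and 24 did not pass the limma test. Of 37 genes on the 3 lists of carbohydrate metabolism, 28 rose, 2 fell and 7 did not pass. The pair that fell was Slc2a1 and Pgm2. The counts moved with the scaling, to 53 higher and 8 lower lipid genes and 28 higher and 3 lower carbohydrate genes after quantile normalization, and to 41 higher and 23 lower and 22 higher and 4 lower after median centring. Among all 8613 genes tested, 2068 rose and 1979 fell. At least 2-fold rises were found for 12 lipid genes, among them the desaturase gene Scd2 (log2 fold change 1.17), Ucp3, a mitochondrial carrier (1.23), and Lss, which encodes lanosterol synthase (1.00). The 2 lipid genes that fell at least 2-fold were Pdk4, which restrains pyruvate oxidation (-1.49), and Hcar2, a receptor that restrains lipolysis (-1.02). The 6 carbohydrate genes that changed at least 2-fold all rose, among them Rpia of the pentose phosphate pathway (1.19). Table S2 had been read when the lists were drawn up. In the same arrays 72 of 75 measured hepatocyte markers were higher on average after TSR, and the 5′ minus 3′ log2 signal of the bacterial control RNA thr was 1.06 higher by one set of probe sets and 0.67 higher by the other. From the over-representation of both groups of transcripts, the paper proposes a reprogramming of key metabolic pathways of WAT at the level of transcription.

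**Figure D1:**
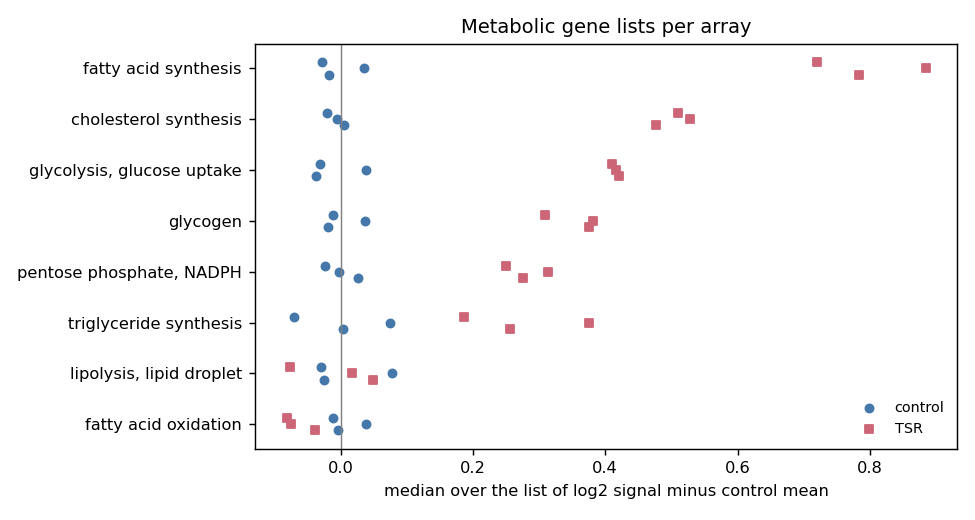
Median over each gene list of the log2 signal minus the control mean, per array, for 3 control samples (circles) and 3 TSR samples (squares). For fatty acid synthesis the TSR samples lay between 0.72 and 0.88 and the control samples between -0.03 and 0.04, while for fatty acid oxidation the TSR samples lay between -0.08 and -0.04.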

Interestingly, most of these transcripts were up regulated and only a few showed decreased expression levels during TSR. 

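Acaca encodes acetyl-CoA carboxylase, which commits acetyl-CoA to fatty acid synthesis. Its signal rose from 42.4 ± 7.22 (SD, n = 3) in control to 174 ± 23.5 (SD, n = 3) after TSR (log2 fold change 2.04, standard error 0.18, adjusted p = 3.4e-05 from limma). Agpat1, an acyltransferase gene of phosphatidic acid synthesis, rose by both probe sets, from 258 ± 36.2 to 373 ± 26.1 and from 72.9 ± 5.34 to 166 ± 10.3. The call of the brighter Agpat1 probe set was lost in the unequal-variance test (adjusted p = 0.054). Mogat2, which acylates monoacylglycerol, rose from 65.0 ± 27.4 to 247 ± 22.2. Dgat2, which makes triglyceride from diacylglycerol, rose by the dimmer of its probe sets from 2248 ± 107 to 7163 ± 491. The brighter probe set rose from 8340 ± 588 to 9906 ± 910 (adjusted p = 0.027 from limma). In glucose uptake and glycolysis, Slc2a4, the insulin-responsive glucose transporter gene, rose from 1629 ± 85.1 to 3347 ± 327 (adjusted p = 1.1e-05 from limma). Hk2, which phosphorylates glucose, rose from 2324 ± 59.0 to 4913 ± 33.4, and Pfkfb3, which makes the activator of phosphofructokinase, from 3022 ± 161 to 5966 ± 67.2. In each of these probe sets every TSR sample lay above every control sample (exact permutation p = 0.1, two-sided, the smallest possible). Gapdh was measured only by control probe sets outside the limma test, where the 3′ probe set changed from 4992 ± 319 to 7123 ± 467 and the 5′ probe set from 3467 ± 64.5 to 7814 ± 295. The hepatocyte marker Fabp1 rose in the same arrays from 27.5 ± 12.8 to 887 ± 80.1. The call of the brighter Dgat2 probe set was lost after median centring (adjusted p = 0.15), without the filter (0.059), without the intensity trend (0.068), in the test named in the methods (0.13 on linear signals), in the unequal-variance test (0.16) and without any one of control replicates 1 and 3 and TSR replicates 1 and 2 (0.078 to 0.095).

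**Figure D2:**
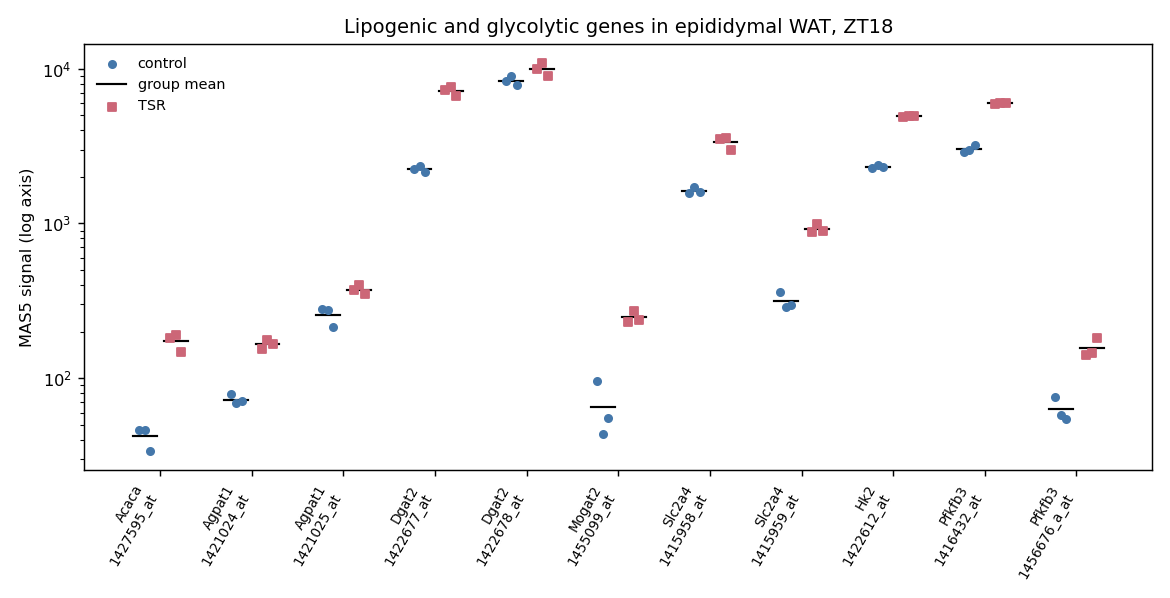
MAS5 signal (log axis) of the named lipogenic and glycolytic genes in 3 control samples (circles) and 3 TSR samples (squares), with group means as lines. In all 11 probe sets the TSR samples lie above the control samples, by the smallest factor in the brighter one of Dgat2 (ratio of means 1.19).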

Among the up regulated genes we found a number of key metabolic enzymes involved in lipid biosynthesis (*Acaca*, *Agpat1*, *Dgat2*, *Mogat2*) as well as glycolysis (*Slc2a4*, *HK2*, *Pfkfb3*, *Gapdh*), indicative of increased lipogenesis. 

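Of 17 clock genes expressed in WAT at ZT18, 7 rose and 8 fell with TSR, and Per2 and Hlf did not pass the limma test. The activator gene Arntl, which encodes BMAL1, rose (log2 fold change 1.13, standard error 0.09), as did Clock (0.47), Cry1 (0.54), Cry2 (0.35) and Csnk1e (0.34). The repressor genes Bhlhe40 (2.74, standard error 0.10) and Nfil3 (1.64) rose as well. Genes that fell included Nr1d2, which encodes REV-ERBβ (-1.68), Per3 (-1.16), Dbp, an output gene of the clock (-0.92), Timeless (-0.81), Per1 (-0.59), Tef (-0.27), Rora (-0.32, adjusted p = 0.0044) and Csnk1d (-0.26). Per2 had a signal of 472 ± 49.4 (SD, n = 3) in control and 423 ± 45.9 (SD, n = 3) after TSR (adjusted p = 0.23 from limma). Adjusted over the list alone the counts were also 7 higher and 8 lower. The share of changed genes was above that of other tested genes (Fisher's exact test, adjusted p = 0.0031), and fry's test for change in either direction gave adjusted p = 2.0e-06. Every tested list passed this fry test, ribosomal proteins with the highest adjusted p (5.0e-04), so that it does not set the clock list apart. The clock list had no common direction in camera (adjusted p = 0.93, and 0.97 with an estimated correlation), with a median log2 fold change of -0.16 and a mean of 0.08. The median lay at percentile 1.05 of random lists of like signal, but turned to 0.22 without the filter and to 0.13 with the mean of a gene's probe sets, where 8 rose and 6 fell. Of 21 measured clock genes, 4 were below the filter, namely Npas2, Nr1d1, Bhlhe41 and Rorb. Other probe sets of a gene gave other values, with -0.08 for Clock (adjusted p = 0.41), 0.15 for Rora (0.43), and 0.56 for Hlf (0.0033). For Csnk1d, 3 of the 4 other probe sets rose, against the fall of the brightest, by 0.55 (0.0075), 0.23 (0.035) and 0.19 (0.0495), and all 4 of these calls were lost in the test named in the methods (0.072 for the brightest and 0.051 to 0.11 for the others on linear signals). In the same arrays 70 of 75 measured hepatocyte markers were higher in every TSR sample than in every control sample, and the 5′ minus 3′ log2 signal of the Gapdh control probe sets was 0.13 ± 0.054 after TSR against -0.52 ± 0.066 in control.

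**Figure D3:**
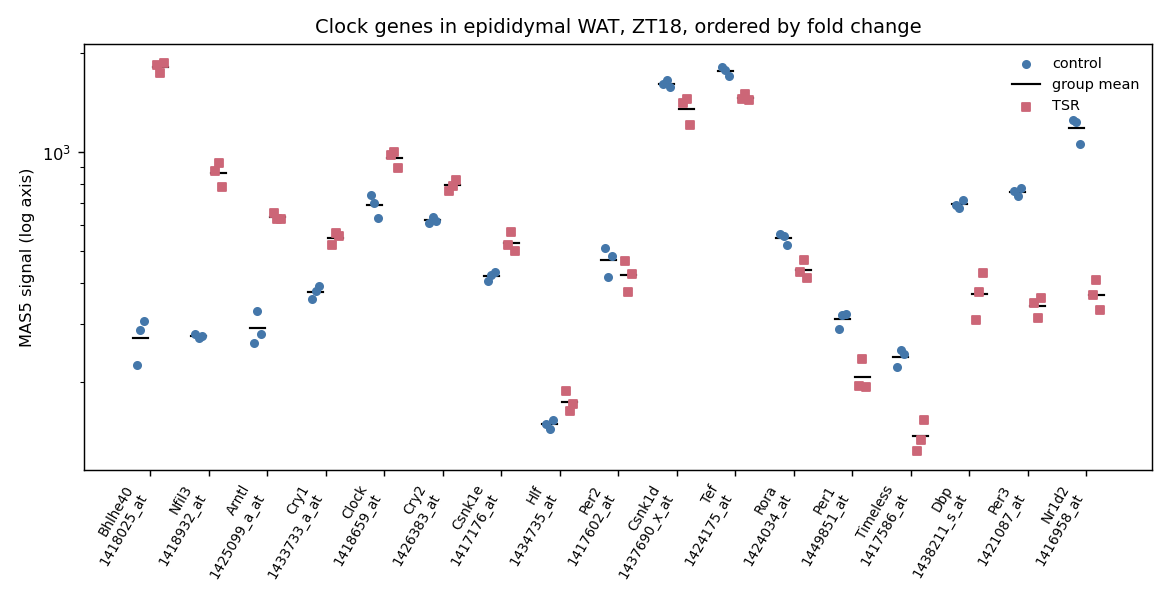
MAS5 signal (log axis) of the 17 clock genes in 3 control samples (circles) and 3 TSR samples (squares), each by its brightest probe set and ordered by fold change, with group means as lines. The groups overlap only in Per2.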

Interestingly we found that among the clock genes, which were expressed in WAT at ZT18, 11 out of 13 were significantly regulated by TSR (only *Per2* and *Rora* were not significantly changed; Fig. 3D). Some of those showed strong changes (e.g. *Npas2* was almost 14-fold up-regulated), suggesting pronounced TSR effects on the WAT clock.

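Npas2, a paralogue of Clock that also pairs with BMAL1, had a signal of 7.39 ± 4.27 (SD, n = 3) in control and 103 ± 9.34 (SD, n = 3) after TSR by the brighter of its probe sets. The ratio of the means was 13.9. All 3 control signals lay below the 25th percentile of their arrays, and set against that percentile Npas2 was at least 4.62-fold higher. Its mean was below the filter, so that it was not in the main test, and without the filter it rose with adjusted p = 0.0014 from limma. Leaving out single arrays gave ratios between 10.5 and 17.8. Among the clock genes above the filter, Bhlhe40 changed most, from 273 ± 42.4 to 1814 ± 66.8 (adjusted p = 3.5e-07 from limma). Nfil3, a repressor of D-box genes, rose from 277 ± 3.71 to 864 ± 74.0. Nr1d2 fell from 1185 ± 109 to 369 ± 38.5 and Per3 from 759 ± 21.3 to 341 ± 24.6. In these probe sets no TSR sample lay within the range of the control samples (exact permutation p = 0.1, two-sided, the smallest possible). In the same arrays 29 of 32 tested hepatocyte markers rose, and the 5′ minus 3′ log2 signal of the Gapdh control probe sets was 0.66 higher after TSR.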

**Figure 3:**
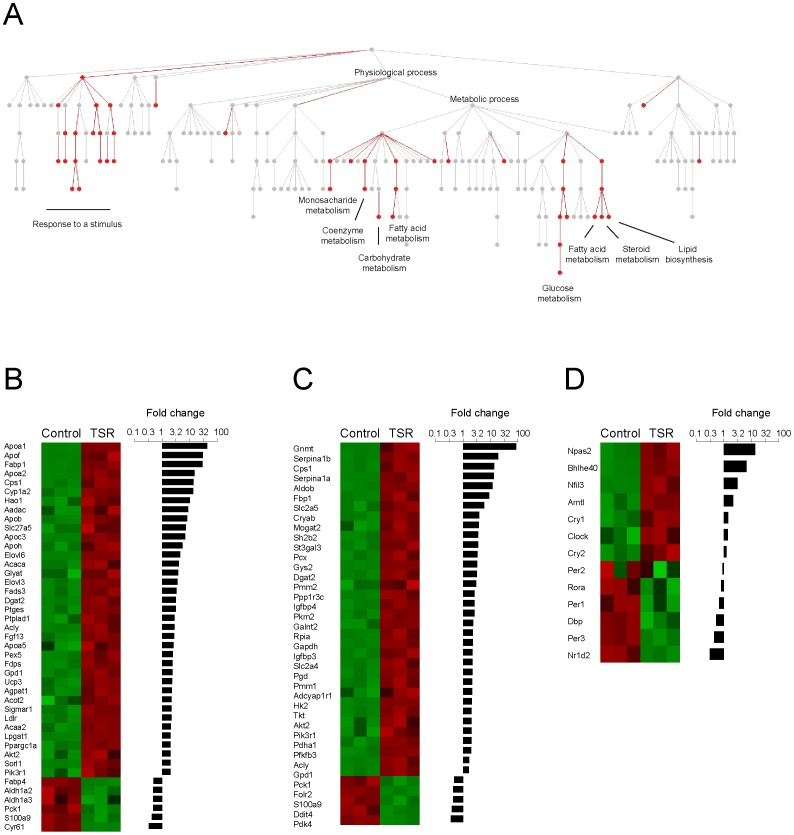
TSR-induced transcriptional reprogramming of WAT in wild-type mice. A) Gene ontology analysis of microarray data of epididymal WAT at ZT18 on the last day of TSR compared to control WAT at ZT18. Only nodes (GO categories) with at least 10 regulated genes are shown. Significant overrepresentation of nodes is highlighted in red. B) Individual normalized log-transformed expression values for all genes involved in lipid metabolic pathways which are regulated at least 2 fold between control and TSR are plotted sorted for fold change. C) Individual normalized log-transformed expression values for all genes involved in glucose metabolic pathways which are regulated at least 2 fold between control and TSR are plotted ordered by fold change. D) Clock gene regulation by TSR in WAT at ZT18 sorted for fold change. Only clock genes with significant expression under control conditions are shown. With the exception of *Per2* and *Rora*, all clock genes were significantly regulated by TSR. Green represents low expression, red represents high expression. Sample sizes were 3 per group.

### Prolonged and wild-type-specific induction of lipogenic and glycolytic genes in WAT by TSR

We confirmed the up regulation of lipid and carbohydrate metabolism-associated transcripts at ZT18 using qPCR analysis (Fig. 4A–J, Table S1). The activation of key genes involved in glucose uptake (*Slc2a4*) or glycolysis (e.g. *Hk2*, *Pfkfb3*) as well as genes involved in lipogenesis (e.g. *Acaca, Dgat2*) suggests a shift from glucose to lipid storage (Fig. 4K). We also tested the expression levels of these transcripts during recovery from TSR. In line with what we had observed for activity and food intake, TSR-induced transcriptional changes were still detectable in various transcripts during recovery (Fig. 4 A–J, Table S1). Expression of rate-limiting glycolytic (*Gapdh* Fig. 4D) as well as a fatty acid biosynthesis enzymes (*Acaca*, Fig. 4F) remained significantly up regulated during recovery, indicating a prolonged disruption of WAT metabolism-associated transcript regulation for at least as long as one week after the end of TSR. We next tested whether clock-deficient *Per1/2* mutants would be protected from TSR-induced transcriptional changes in WAT. In line with what we had observed for food intake, body weight regulation and leptin secretion we found that at ZT18 none of the above-mentioned transcripts was significantly affected by TSR in *Per1/2* mutants (Fig. 4A–J). Importantly, baseline differences were only detected for *Mogat2* expression at ZT18 (Table S1). A two-factor analysis revealed that many of the genes showed a significant interaction effect (Table S1), suggesting a differential effect of TSR between wild-types and mutants. Given that many of the transcripts we found changed by TSR are clock-controlled, the possibility exists that TSR induced a phase shift rather than an induction of glycolytic and lipogenic genes. To test this we analyzed the same transcripts 12 hours earlier at ZT6. At this time point, glycolytic and lipogenic transcripts were either not changed or induced (*Gapdh*, *Mogat2*, *Dgat2*, *Agpat2*) during TSR or recovery in wild-type animals, indicating that TSR did not simply cause a phase-shift in clock-regulated metabolism-associated genes (Fig. 4 A–J). Similar to what we had observed at ZT18, TSR-induced transcriptional changes were absent in *Per1/2* mutants at ZT6 with the exception of *Pfkfb3*, which was acutely down-regulated by TSR (Fig. 4C, Table S1). In summary, WAT transcriptional changes suggest an increased lipogenic potential in wild-type mice, an effect that is not seen in *Per1/2* mutants.

**Figure 4:**
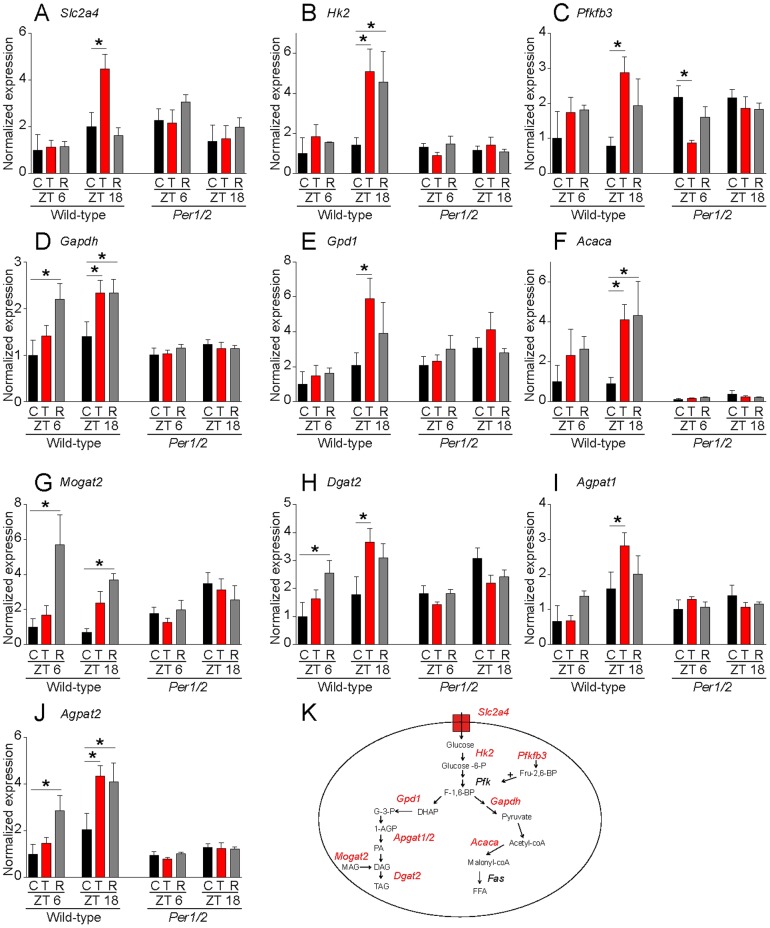
Sustained and wild-type-specific induction of lipogenic and glycolytic genes in WAT. A–J) Expression of glycolytic and lipogenic genes in epididymal WAT at ZT6 and at ZT18 in control conditions, on the last day of TSR and on the 7^th^ day of recovery for wild-type and *Per1/2* mutant animals. Expression values are normalized to the mean of the wild-type control group at ZT6. Data are shown as mean ± SEM and data for each ZT are statistically compared using two-way ANOVAs (details are shown in Table S1), followed by Bonferroni post-tests, comparing control vs. TSR and control vs. recovery for each genotype. * p<0.05 in post-test. Post-tests comparing genotypes for each condition (control, TSR and recovery) are shown in Suppl. table ST1. K) Schematic overview of WAT glycolysis and lipogenesis pathways. Transcripts which were found to be changed by TSR are highlighted in red. Sample sizes were 3–4 per group.

To test whether the TSR-induced transcriptional changes were accompanied by alterations of blood metabolites associated with energy homeostasis, we measured plasma levels of glucose, non-esterified fatty acids (NEFAs), glycerol, and triglycerides. Levels of all measured metabolites were significantly different between genotypes (Table 1, Table S1), and glucose, glycerol and triglyceride levels were differentially regulated by TSR in wild-types and *Per1/2* mutant animals (significant interaction effect, Table S1). In addition, post tests revealed significant effects of TSR on glucose and triglyceride levels at ZT6 in wild-types (Table 1) as well as genotype differences during control, TSR and recovery conditions at ZT6 and ZT18.

**Table 1:** Effects of TSR on plasma metabolite levels in wild-types and *Per1/2* mutants.

	Wild-type ZT6			*Per1/2* ZT6		
Metabolite	Con	TSR	Rec	Con	TSR	Rec
Glucose (mg/dl)	156±14	210±14*	181±2	258±10#	192±3*	221.18
NEFAs (mM)	1.13±0.10	1.41±0.19	1.43±0.16	1.13±0.14	0.78±0.07#	0.95±0.04
Glycerol (mM)	0.56±0.07	0.68±0.03	0.94±016	0.69±0.07	0.47±0.04	0.44±0.03#
Triglycerides (mM)	0.62±0.11	0.96±0.06*	0.76±0.06	0.57±0.07	0.49±0.05#	0.54±0.05

Plasma metabolites were measured at ZT6 and ZT18 in control conditions, on the last day of TSR and on the 7^th^ day of recovery for wild-type and *Per1/2* mutant animals. Data are shown as mean +/− SEM. Sample sizes were 3–5 per group.

* : p<0.05 compared to control conditions in the same genotype,

# : p<0.05 compared to wild-type in the same condition using 2-way ANOVA and Bonferroni post-tests. Statistical details are shown in Table S1. NEFAs: non-esterified fatty acids.

## Discussion

We show that five days of timed sleep restriction (TSR) resulted in alterations of food intake, body weight homeostasis and plasma leptin, glucose, and triglyceride levels in wild-type mice. In addition we found significant transcriptional reprogramming of WAT indicative of increased lipogenesis. Interestingly, some of these effects were sustained for at least one week after the end of the intervention. The lack of a functional clock in *Per1/2* double mutants prevented most of the non-behavioral effects of TSR, suggesting a role for the circadian clock in regulating the metabolic effects of sleep disruption.

### TSR alters activity profiles, food intake, leptin, blood metabolites, and bodyweight

Our gentle handling sleep restriction procedure did not increase total activity nor did we observe major changes in plasma corticosterone levels, suggesting a relatively stress-free procedure. Diurnal activity patterns were changed with a decrease in activity in the second half of the normal active phase. Interestingly changes in activity were still sustained one week after the end of the intervention, reminiscent of rotating shift workers, who report disrupted sleep/wake cycles even after the end of night shift intervals [43].

We observed TSR-induced hyperphagy, which was also sustained during recovery. In a more chronic situation such long-term changes could lead to increased body mass, as has been reported in shift workers and in people with short sleep times [7], [10], [52], but also in mouse models of circadian disruption [41], [53]. In our model, body weight was not increased during the time of TSR despite increased food intake, which is in accordance with previous work in rodents using different sleep restriction procedures [44], [45], [46]. It has been shown that this state of negative energy balance during sleep restriction in rodents reflects increased metabolic rate due to brown adipose tissue-mediated thermogenesis [54]. During the recovery week we observed a clear tendency towards increased body weight gain, which is in line with what has been observed in human shift workers [55]. Thus by measuring not only the acute but also more long-term effects of TSR, we obtain a body weight phenotype in mice, which resembles more a human shift work situation.

Despite increased food intake, plasma leptin levels were elevated by TSR. The literature on the correlation between sleep loss and leptin regulation in humans is controversial, with some studies showing increased leptin with reduced sleep [47], [56], some showing changes in circadian variation of leptin [48], [57], whereas others showing a reduction in leptin upon sleep restriction [52], [58]. Previous rodent studies have mostly reported reduced leptin levels upon sleep restriction [22], [23], [24]. This discrepancy between studies is most likely attributable to either the method and protocol of sleep restriction or the circadian timing of plasma collections. Studies in rodents are particularly difficult to compare, because the methods of sleep restriction range from total sleep deprivation to specific REM sleep deprivation to partial sleep deprivation. Moreover, these methods are likely to differ especially with respect to the amount of stress induction, but also with respect to their effect on activity and, thus, energy expenditure. Our gentle handling protocol resulted in largely unaffected corticosterone and total activity levels. The hyperleptinemia we observe in the absence of a reduction of food intake is a potential indicator of the development of leptin resistance, a common feature of obesity and an early marker of metabolic syndrome [59], [60].

In addition, blood metabolites (glucose, triglycerides) were changed by TSR in wild-types. However, overall the effects of TSR on blood metabolite levels were moderate and – with the exception of glycerol – were no longer significantly different from control levels after one week of recovery. This is likely due to the relatively short-term sleep disruption protocol that we used. The fact that blood glucose and triglyceride levels were affected suggests an involvement of the liver. In line with this we had previously shown that two weeks of TSR cause profound changes in hepatic transcriptome regulation and glucose metabolism [22]. This also suggests that more chronic interventions would potentially lead to more pronounced and longer-lasting effects on blood metabolites.

### TSR-induced transcriptional reprogramming of WAT in wild-type mice

TSR-induced changes in circulating leptin levels suggested physiological alterations in WAT. We observed similar changes in the expression levels of *leptin* mRNA in WAT, which prompted us to analyze the underlying transcriptome changes by microarray analysis. Gene ontology analysis of regulated transcripts revealed an over-representation of genes encoding for key enzymes of glycolytic and lipogenic pathways. *Glut4* (*Slc2a4*), encoding for the insulin-stimulated glucose transporter was up regulated as was *Hk2*, the protein product of which (Hexokinase 2) regulates the first and non-reversible step of glycolysis. In addition, *Pfkfb3* expression was increased. PFKFB3 regulates glycolysis by controlling the levels of fructose-2,6-bisphosphate (F-2,6-BP), which in turn regulates the enzymatic activity of Phosphofructokinase-1. Moreover, transcript levels of *Gapdh*, encoding the other rate-limiting enzyme of glycolysis, were increased by TSR. These changes strongly suggest increased glycolytic potential. The main fate of glycolytic products in WAT is the lipogenic pathway. In line with this, we found TSR-induced transcriptional changes in many important genes involved in lipid biosynthesis. *Acetyl-CoA carboxylase* (*Acaca*), the protein product of which catalyzes the irreversible carboxylation of acetyl-coA to malonyl-CoA was more than 4-fold up regulated at ZT18. In addition major regulators of triacyl-glyceride synthesis such as *Agpat*, *Mogat* and *Dgat* were up regulated by TSR, indicating that not only *de novo* fatty acid synthesis appears increased, but also triglyceride production and storage in adipocytes seems up regulated. The activation of *Gpd1*, which represents a major link between glucose and lipid metabolism is in accordance with our idea of a shift from glucose to fat storage. In a more long-term perspective transcriptional up regulation in lipogenic pathways in adipose tissue may promote increased body mass and adiposity, which has been observed in shift workers as well as in short sleepers [5], [10]. Transcriptional changes in WAT were most pronounced at ZT18, however, some genes were also up-regulated at ZT6. None of the genes was significantly down-regulated at ZT6 in wild-type WAT, making it unlikely that the main effect of TSR was a phase-shift of WAT transcription. However, in order to accurately interpret the phase effects of TSR on WAT transcripts more time points would have to be analyzed. Interestingly, there is evidence that many of the genes, which were changed by TSR, are under the control of the circadian clock: *Pfkfb3*, *Hk2*, *Dgat2* are rhythmically expressed in adipose tissues [61] and *Gpd1*, *Dgat2*, and *Acaca* are rhythmically expressed in liver [62]. Moreover *Gpd1*, *Dgat2*, *Pfkfb3* and *Slc2a4* are differentially expressed in the liver of clock mutant mice [62] and binding of BMAL1 to their promoters was shown [63]. Although expression and promoter binding data from other tissues should be interpreted with caution, this suggests that a number of the TSR targets we have identified may at the same time be regulated by the circadian clock, strengthening the link between the clock, sleep and metabolism. In line with this many canonical clock genes were also regulated by TSR as shown before for other tissues [22], [64].

### Prolonged effects of TSR on adipose transcription

Interestingly, some of the transcriptional changes, which we observed during TSR were not yet fully restored one week after the end of TSR. It is remarkable that even a relatively short time of sleep disruption is sufficient to induce molecular changes lasting for at least one week after the end of the actual intervention. Along that line it has been shown that the effects of shift work are not fully reversible after people stop working shifts and metabolic syndrome is more prevalent among former shift workers [65]. Of course it is very interesting to speculate about the mechanism of such prolonged effects on transcriptional regulation. A recent report suggests a contribution of epigenetic mechanisms: long term shift work was shown to have profound effects on wide-spread alterations in methylation states of genes [66]. Of special interest for our study is that the authors also found circadian clock genes to be differentially methylated by long-term shift work. Accumulating evidence suggests that epigenetic mechanisms are important in regulating the circadian clock and that, vice versa, the circadian clock rhythmically regulates chromatin remodeling (reviewed in [67]). Moreover the important circadian protein CLOCK has histone acetyl-transferase activity [68]. In addition the epigenetic regulation of metabolism is a well-established phenomenon [69], [70]. Thus it is intriguing to suggest that the prolonged transcriptional changes we observe after TSR may result from altered epigenetic regulation. In such a scenario modifiers of chromatin-remodeling enzymes would offer new potential therapeutic targets or even allow the development of preventative medicine against the metabolic effects of sleep disruption.

### In *Per1/2* mutants TSR effects are blunted

We predicted that the absence of a circadian clock in *Per1/2* mutants should protect these animals from at least some of the non-behavioral effects of TSR. Indeed we found no TSR-mediated change in food intake and plasma metabolite and leptin levels in these mice – with the exception of blood glucose which was regulated in the opposite direction as in wild-types. Of note, glucose, glycerol, leptin levels were already elevated at baseline conditions in *Per1/2* mutants compared to wild-types, which is in line with what has been published earlier [71]. Elevated leptin together with unchanged baseline levels of food intake might be an indicator of an innate state of leptin resistance in *Per1/2* mutants. One might argue that in the mutants such disturbed metabolic baseline state may prevent any further deterioration during TSR. On the other hand, blood glucose was still affected and much stronger effects on leptin secretion have been shown after diet manipulation [49]. In addition, transcripts in lipogenic and glycolytic pathways, which we found to be regulated by TSR in wild-type mice, were largely un-affected in *Per1/2* mutants. This indicates that in contrast to wild-type mice, lipogenesis may not be increased by TSR in *Per1/2* mutants, which in turn would protect them from increased fat storage and body weight gain. In line with this, *Per1/2* mutants showed decreased bodyweight gain during recovery. Nevertheless, TSR had strong behavioral effects on *Per1/2* mutants, as their activity pattern changed more dramatically than that of wild-types. *Per1/2* mutants completely lost their normal synchronization relative to the LD cycle, but instead adapted their activity profile to the TSR cycle, becoming predominantly day active, which is in line with an earlier finding showing that clock mutants react differently to non-photic stimuli [72]. This strong effect on activity rhythms, however, did not represent entrainment, but appeared to be an acute response to the TSR procedure as, unlike wild-type mice, *Per1/2* mutants became completely normal again immediately after the end of TSR. In conclusion, the severely blunted transcriptional response of *Per1/2* mutants to TSR suggests that a functional circadian clock may mediate the metabolic response to sleep disruption. We suggest a scenario in which sleep disruption results in clock perturbation which in turn mediates metabolic dysfunction. This chain of effect is broken in the absence of a functional clock as is the case in *Per1/2* mutants. In line with this many of the identified TSR target genes have previously been shown to be under the control of the circadian clock [61], [62], [63]. Alternatively, *Period* genes may have a pleiotropic function in the regulation of adipose physiology. Other clock gene mutants should be analyzed using the same paradigm to clarify this point. In would further be interesting to investigate TSR effects in adipose-specific circadian clock mutants to distinguish between local and systemic circadian regulation in this process.

In summary we show changes in energy homeostasis and WAT transcriptional reprogramming in response to a single five-day shift work protocol in mice. Some aspects of this response are retained for as long as one week after the end of treatment, reminiscent of the long-term metabolic dysregulation observed in human poor sleepers and shift workers. Our finding that the circadian clock gene machinery appears to be involved in this process indicates potential novel therapeutic targets to minimize the adverse metabolic consequences of shift work and sleep disruption.

## Supporting Information

Figure S1 **Interventions necessary to keep animals awake during TSR.** Number of interventions per hour that were necessary to keep wild-type and *Per1/2* mutant mice awake in the first and last hour of SR. Wild-type and *Per1/2* mutant data are pooled. Sample sizes were 10–12 per group and time point. *: p<0.0001, t-test.
(PDF) Click here for additional data file.

Figure S2 **No changes in diurnal corticosterone profiles during or after TSR.** Wild-type diurnal plasma corticosterone profiles under control conditions (black), on the last day of TSR (red) and on the 7^th^ day of recovery (grey). 2-way ANOVA, factor treatment: p = 0.24, factor time: p<0.0001. Sample sizes were 3–4 per group and time point.
(PDF) Click here for additional data file.

Figure S3 **Activity analysis during TSR and recovery in wild-type mice.** A–C: Relative activity levels (relative to control) were analyzed for ZT0–6 (A), ZT6–12 (B) and ZT12–18 (C) using a one-way ANOVA and Bonferroni post-tests comparing control vs. TSR and control vs. recovery. *: p<0.05 in post-test. D) Total activity levels are compared between control, TSR and recovery. No significant differences between conditions were detectable using a one-way ANOVA.
(PDF) Click here for additional data file.

Figure S4 **Leptin mRNA levels are up regulated by TSR.** Expression of leptin in epididymal WAT at ZT18 in control conditions and on the last day of TSR. Data are shown as mean ± SEM. * p<0.05, t-test. Sample sizes were 3–4 per group.
(PDF) Click here for additional data file.

Table S1 **Two-way ANOVA analysis comparing all measured parameters between wild-types and** ***Per1/2*** **mutants.** Two-way ANOVA main effects are described with p-values (p), F-values (F) and degrees of freedom (df) for each effect and residual degrees of freedom (Res. df). For each post-test p-values are given. Post-tests were used to compare effects between control and TSR and control and recovery conditions for each genotype. In addition, cross-genotype comparisons were performed comparing wild-types with *Per1/2* mutants during control, TSR and recovery. Transcription and blood metabolites were analyzed separately for ZT6 and ZT18.
(PDF) Click here for additional data file.

Table S2 **Genes, which were at least 2-fold up or down regulated by TSR at ZT18.** Genes are sorted for fold-change; p-values were obtained using Student's t-tests with Benjamini-Hochberg correction for multiple testing.

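The table lists 332 probe sets with a fold change above 1 and 142 with one below 1. The folds are ratios of mean MAS5 signals. Recomputed from the deposited signals, all of them matched within 3% or within 0.01. Genes of the hepatocyte list make up 78 of the entries and 33 of the first 40, and all 78 are higher after TSR. The macrophage list has 12 genes in the table, among them Retnla, from 13547.8 ± 1170.1 (SD, n = 3) to 5996 ± 315 (SD, n = 3), and the interferon list 12, among them the GTPase gene Iigp1, from 2268 ± 20.6 to 779.5 ± 30.8. Of the entries, 394 were tested here with limma and all of these passed at 2-fold or more. Another 74 were left out by the filter on dim probe sets, and 6 are control probe sets. Without the filter 468 entries passed. The p-values in the table ranked with an unequal-variance test of the linear signals (Spearman's rho 1.00 across entries) more closely than with an equal-variance one (0.81), where entries are not independent replicates.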

(PDF) Click here for additional data file.

# Supplementary material for: Circadian Clock Genes Per1 and Per2 Regulate the Response of Metabolism-Associated Transcripts to Sleep Disruption
**Source:** PLoS One. 2012 Dec 28;7(12):e52983. doi: 10.1371/journal.pone.0052983
**Supplement:** Table S1 — Two-way ANOVA analysis comparing all measured parameters between wild-types and Per1/2 mutants. Two-way ANOVA main effects are described with p-values (p), F-values (F) and degrees of freedom (df) for each effect and residual degrees of freedom (Res. df). For each post-test p-values are given. Post-tests were used to compare effects between control and TSR and control and recovery conditions for each genotype. In addition, cross-genotype comparisons were performed comparing wild-types with Per1/2 mutants during control, TSR and recovery. Transcription and blood metabolites were analyzed separately for ZT6 and ZT18.

|                    | 2-way-ANOVA main effects |                    |                      |         | Posthoc tests effect sleep |            |            |            | Posthoc tests effect genotype |         |        |
|--------------------|--------------------------|--------------------|----------------------|---------|----------------------------|------------|------------|------------|-------------------------------|---------|--------|
|                    |                          |                    |                      |         | Wild-type                  |            | Per1/2     |            | Wildtype vs. Per1/2           |         |        |
|                    | Sleep (p;F;df)           | Genotype (p;F;df)  | Interaction (p;F;df) | Res. df | Con vs TSR                 | Con vs Rec | Con vs TSR | Con vs Rec | Control                       | TSR     | Rec    |
| Bodyweight         | < 0.0001; 65.84; 2       | 0.2119; 1.571; 1   | 0.0499; 3.057; 2     | 157     | < 0.001                    | > 0.05     | < 0.001    | < 0.05     | > 0.05                        | > 0.05  | > 0.05 |
| Food intake        | 0.0136; 4.979; 2         | 0.0051; 9.146; 1   | 0.4667; 0.7818; 2    | 30      | < 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | < 0.05  | > 0.05 |
| Leptin             | 0.0392; 3.794; 2         | 0.0165; 6.790; 1   | 0.3756; 1.026; 2     | 21      | < 0.05                     | > 0.05     | > 0.05     | > 0.05     | < 0.05                        | > 0.05  | > 0.05 |
| Activity ZT18-24   | < 0.0001; 66.76; 2       | 0.0010; 14.28; 1   | 0.0153; 5.038; 2     | 23      | < 0.001                    | < 0.01     | < 0.001    | > 0.05     | > 0.05                        | < 0.001 | > 0.05 |
| Transcription      |                          |                    |                      |         |                            |            |            |            |                               |         |        |
| Slc2a4 ZT6         | 0.4816; 0.7630; 2        | 0.001; 15.67; 1    | 0.5672; 0.5864; 2    | 17      | > 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | < 0.05 |
| Slc2a4 ZT18        | 0.0552; 3.417; 2         | 0.0282; 5.696; 1   | 0.0202; 4.882; 2     | 18      | < 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | < 0.01  | > 0.05 |
| HK2 ZT6            | 0.684; 0.3884; 2         | 0.4886; 0.5010; 1  | 0.2867; 1.346; 2     | 17      | > 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | > 0.05 |
| HK2 ZT18           | 0.0588; 3.331; 2         | 0.0014; 14.12; 1   | 0.0843; 2.847; 2     | 18      | < 0.01                     | < 0.05     | > 0.05     | > 0.05     | > 0.05                        | < 0.05  | < 0.05 |
| Pfkfb3 ZT6         | 0.5206; 0.6784; 2        | 0.9147; 0.01183; 1 | 0.0386; 3.966; 2     | 17      | > 0.05                     | > 0.05     | < 0.05     | > 0.05     | > 0.05                        | > 0.05  | > 0.05 |
| Pfkfb3 ZT18        | 0.1295; 2.294; 2         | 0.8091; 0.06012; 1 | 0.0346; 4.080; 2     | 18      | < 0.01                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | > 0.05 |
| Gapdh ZT6          | 0.0205; 4.929; 2         | 0.0163; 7.104; 1   | 0.076; 3.010; 2      | 17      | > 0.05                     | < 0.01     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | < 0.01 |
| Gapdh ZT18         | 0.1079; 2.526; 2         | 0.0002; 22.65; 1   | 0.0465; 3.656; 2     | 18      | < 0.05                     | < 0.05     | > 0.05     | > 0.05     | > 0.05                        | < 0.01  | < 0.01 |
| Gpd1 ZT6           | 0.4176; 0.9198; 2        | 0.0286; 5.723; 1   | 0.8889; 0.1186; 2    | 17      | > 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | > 0.05 |
| Gpd1 ZT18          | 0.0807; 2.904; 2         | 0.4624; 0.5638; 1  | 0.3875; 0.9997; 2    | 18      | < 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | > 0.05 |
| Acaca ZT6          | 0.4324; 0.8811; 2        | 0.0043; 10.85; 1   | 0.4997; 0.7228; 2    | 17      | > 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | > 0.05 |
| Acaca ZT18         | 0.0894; 2.770; 2         | 0.0003; 19.81; 1   | 0.0597; 3.309; 2     | 18      | < 0.05                     | < 0.05     | > 0.05     | > 0.05     | > 0.05                        | < 0.01  | < 0.01 |
| Mogat2 ZT6         | 0.0133; 5.627; 2         | 0.1171; 0.1171; 1  | 0.0432; 3.802; 2     | 17      | > 0.05                     | < 0.01     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | < 0.05 |
| Mogat2 ZT18        | 0.216; 1.671; 2          | 0.106; 2.896; 1    | 0.0118; 5.739; 2     | 18      | > 0.05                     | < 0.01     | > 0.05     | > 0.05     | < 0.01                        | > 0.05  | > 0.05 |
| Dgat2 ZT6          | 0.0538; 3.487; 2         | 0.878; 0.02429; 1  | 0.0765; 3.001; 2     | 17      | > 0.05                     | < 0.01     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | > 0.05 |
| Dgat2 ZT18         | 0.5303; 0.6573; 2        | 0.4382; 0.6285; 1  | 0.0156; 5.284; 2     | 18      | < 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | > 0.05 |
| Agpat1 ZT6         | 0.228; 1.615; 2          | 0.239; 1.489; 1    | 0.1037; 2.596; 2     | 17      | > 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | > 0.05 |
| Agpat1 ZT18        | 0.3975; 0.9745; 2        | 0.004; 11.08; 1    | 0.0931; 2.738; 2     | 18      | < 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | < 0.01  | > 0.05 |
| Agpat2 ZT6         | 0.0220; 4.816; 2         | 0.0061; 9.796; 1   | 0.0455; 3.726; 2     | 17      | > 0.05                     | < 0.01     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | < 0.01 |
| Agpat2 ZT18        | 0.0714; 3.067; 2         | < 0.0001; 30.48; 1 | 0.058; 3.350; 2      | 18      | < 0.01                     | < 0.05     | > 0.05     | > 0.05     | > 0.05                        | < 0.01  | < 0.01 |
| Blood metabolites  |                          |                    |                      |         |                            |            |            |            |                               |         |        |
| Glucose ZT6        | 0.7946; 0.2334; 2        | 0.0003; 22.59; 1   | 0.0001; 17.99; 2     | 15      | < 0.01                     | > 0.05     | < 0.001    | > 0.05     | < 0.001                       | > 0.05  | > 0.05 |
| Glucose ZT18       | 0.1436; 2.142; 2         | < 0.0001; 24; 1    | 0.2882; 1.325; 2     | 20      | > 0.05                     | > 0.05     | > 0.05     | > 0.05     | < 0.05                        | > 0.05  | < 0.01 |
| NEFAs ZT6          | 0.7227; 0.3314; 2        | 0.0022; 13.26; 1   | 0.0603; 3.366; 2     | 16      | > 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | < 0.01  | < 0.05 |
| NEFAs ZT18         | 0.9587; 0.04226; 2       | 0.4626; 0.5648; 1  | 0.1807; 1.895; 2     | 17      | > 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | > 0.05 |
| Glycerol ZT6       | 0.3641; 1.073; 2         | 0.0109; 8.168; 1   | 0.0052; 7.274; 2     | 17      | > 0.05                     | < 0.05     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | < 0.01 |
| Glycerol ZT18      | 0.3984; 0.9689; 2        | 0.0302; 5.535; 1   | 0.1246; 2.343; 2     | 18      | > 0.05                     | > 0.05     | > 0.05     | > 0.05     | < 0.05                        | > 0.05  | > 0.05 |
| Triglycerides ZT6  | 0.1858; 1.873; 2         | 0.0003; 20.86; 1   | 0.0173; 5.283; 2     | 16      | < 0.01                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | < 0.001 | > 0.05 |
| Triglycerides ZT18 | 0.4498; 0.91915; 2       | 0.6669; 0.8355; 1  | 0.5638; 0.5918; 2    | 18      | > 0.05                     | > 0.05     | > 0.05     | > 0.05     | > 0.05                        | > 0.05  | > 0.05 |

How the deposited data were processed for this re-analysis (not part of the article)

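RNA of epididymal WAT from 3 control and 3 TSR samples of C57BL/6 mice, collected at ZT18, was measured on Affymetrix mouse arrays, one array per sample. The authors computed MAS5 signal intensities with Affymetrix Expression Console, whose version is not given, and the deposited table holds these intensities on a linear scale, each array scaled by the authors to one target. No further scaling was applied in the main comparison, and the raw scans were not used here. The table holds 22690 probe sets, of which 64 are control probe sets. It gives 1 gene symbol for 20393 probe sets, several genes for 691 and none for 1606. Of the Entrez identifiers, 20364 were found in the RefSeq gene table of the mouse, and 0 symbols were updated. No genome coordinates were used.

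Signals were taken to log2. Control probe sets and the lowest 35% of the others by mean log2 signal over the 6 arrays were left out (below a log2 signal of 5.46), since the authors' expression calls were not used here. The remaining 14694 probe sets were compared between TSR and control with limma version 3.58.1 in R 4.3.3 (eBayes with an intensity trend, two-sided, 4.86 prior degrees of freedom). P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05, and at least 2-fold changes had a log2 fold change of at least 1. Folds given as values are ratios of mean signals, and log2 fold changes are differences of mean log2 signals. Where every control signal lay below the 25th percentile of its array, the fold was given as a lower bound, from the mean log2 signal of the TSR group against these percentiles. Single values were compared with exact permutation tests, two-sided, whose smallest p is 0.1.

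Probe sets with 1 symbol were assigned to genes, and the probe set with the highest mean log2 signal stood for each of 8613 genes. Genes with at least 2 tested probe sets numbered 3233, and 202 of them had probe sets called in both directions. The dimmest probe set of such a gene had a higher log2 fold change than the brightest in 69.2% (median difference 0.16). Of 34 gene lists of pathways, cell types and tissues, 30 had at least 3 tested genes. They were tested with camera at a preset correlation of 0.01 and with an estimated correlation, with fry and with Fisher's exact test of the share of changed genes, each adjusted over the 30 lists. Medians of lists were also set against 10000 random lists matched on mean signal.

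The genes named in the text were those the paper names from the arrays, the 10 probe sets with the largest rise and the 10 with the largest fall among those with no overlap between groups, up to 4 members of each list with the largest change, the brightest member of each list, and Alb. Fold changes in Table S2 and Fig. 3 had been seen when this rule was written. The following were named after their values were seen: Acly, Scd2, Slc2a1, Mogat1, Cpt1a, Pgm2, Apoc1, Cyp2f2, Irs3, Grb10, Cxcl9, Mrc1, Itgam, Col1a1, Lox, Klf9 and Fkbp5. Agpat2 was not found among the symbols of the table. Gapdh was measured only by control probe sets. A further gene is not reported here.

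The alternatives were the test named in the methods (Student's, equal variances) on linear and on log2 signals, limma without the intensity trend, quantile normalization, median centring, no filter, the lowest 50% left out, signals raised to the 25th percentile of each array, the replicate number as a block, and each array left out in turn. For lists, the mean of a gene's probe sets was a further alternative. An unequal-variance test and a filter on mean linear signal were added after the data were seen. The replicate numbers were not treated as pairs in the main comparison. The computation was tested on simulated data with 14694 probe sets, 3 arrays per group and the spread of these arrays. Of 100 probe sets changed by 0.5 on the log2 scale 57 were recovered, and of 100 changed by 1 there were 88, with 11 false calls. Gene ontology analysis was not repeated, and qPCR and the Per1/2 mutant measurements were not analysed here.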

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

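The tests of longer labelled products and of breakdown of the tissue RNA alone were chosen only after the result was seen.

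Hepatocyte markers, which the paper does not discuss as a group, rose after TSR by a median log2 fold change of 3.20 over 32 tested genes (2.53 over all 75 measured with lower bounds for dim controls, 35 of which had every control below the 25th percentile). RNA of liver cells in the TSR samples may account for this, since 13 of the 16 measured members outside Table S2 were higher too (median of the 16, 1.72), while the other 3, Cyp2f2, Apoc1 and Cyp2e1, fell but had control signals of 2853, 5758 and 16621, which would hide a small share. Cyp2e1 lost its call after quantile normalization and in the methods' t-test (adjusted p = 0.098 on linear and 0.096 on log2 signals). It also lost it in the unequal-variance test added later (0.11). Markers brought by one source should rise and fall together over the TSR arrays, and the median correlation of each gene with the others was 0.16, between the bounds set for and against. The mean log2 signal of the list differed by only 0.03 between the TSR arrays, which keeps this open, so that liver RNA and expression of these genes in WAT itself cannot be told apart. Of the lists of other tissues, that of skeletal muscle had 5 tested genes, of which Acta1 rose (2.23), and passed only with the lowest 50% left out (adjusted p = 0.042 against 0.21), and those of pancreas, epididymis and testis had too few to be tested.

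Genes of fatty acid synthesis, triglyceride synthesis and glycolysis rose in the same arrays as the hepatocyte markers, so that RNA of liver cells was weighed here as well. In the TSR array with the least liver signal the median over these lists was 0.345 above the control mean (0.04 in the highest control array), but the TSR arrays differed so little in liver signal that this decides nothing. Slc2a4 and Hk2, which liver hardly expresses, rose too, which concerns these genes alone. The medians lay above 99.84% of random lists matched on signal for triglyceride synthesis and above 100% for the other lists, but longer labelled products act by a probe set's distance from the 3′ end, for which the lists were not matched. Liver RNA, longer labelled products and an effect of TSR cannot be told apart for these lists as a whole, since each goes with the groups. The paper's qPCR, free of array labelling, gave higher Slc2a4, Hk2, Pfkfb3, Gpd1, Acaca, Dgat2 and Agpat1 in wild-type mice at ZT18 after TSR. Its post-test of Mogat2 did not pass. These values cover the named genes alone, and RNA of liver cells would be measured by qPCR as well.

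The 5′ probe set of the bacterial control RNA dap, which says nothing of the tissue, was higher after TSR (log2 fold change 1.62, and 1.32 by another 5′ probe set), as were 5′ and middle control probe sets of Gapdh and pyruvate carboxylase. RNA integrity or labelling length may differ between the groups: for 3 of 4 mouse transcripts the 5′ minus 3′ signal was higher in every TSR array than in every control array (Gapdh by 0.66, beta-actin by 0.55, pyruvate carboxylase by 0.33), and the transferrin receptor probe sets were near the floor. Breakdown of the tissue RNA alone is argued against, since 4 of 4 bacterial control RNAs, added after extraction, had a shift in the same direction (dap by 1.52 and lys by 0.49, or by 1.26 and 0.39 by the other set of probe sets). Whether the groups were labelled in separate batches is not stated in the labels or the paper, and group and batch would then be confounded. No biological explanation was tested for this pattern.

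Macrophage markers, which the paper does not discuss, had a median log2 fold change of -0.87 after TSR, with no array of one group within the range of the other. Interferon response genes, also outside those the paper discusses, had a median of -0.78.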

How the results depend on the processing

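The unequal-variance test and the filter on mean linear signal were chosen only after the data were seen.

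Under the alternatives set in advance, 5134 to 7431 probe sets changed against 6845 (5597 to 6387 with single arrays left out), with 7431 under the replicate block and 6708 of these shared with the main comparison. The number changed at least 2-fold was 501, with 498 to 520 for single arrays left out, 883 without the filter and 289 with the lowest 50% left out, where more or fewer dim probe sets enter the test. The added unequal-variance test called 3545, the cause was not tested, and the added filter called 6877. Between 13 and 16 clock genes changed. Of 169 named probe sets past the threshold, 152 stayed so under the methods' t-test on linear and on log2 signals, 155 after quantile normalization, 164 after median centring, 165 without the filter, 168 under the replicate block, 162 to 166 with single arrays left out and 129 under the unequal-variance test. After quantile normalization the brightest probe set of Hadh changed sign (log2 fold change 0.11) and so did the median of oxidative phosphorylation genes (0.028), which also lost its camera call (adjusted p = 0.30), and the median of adipocyte markers (0.09, with a call gained), the cause was not tested. The median of fatty acid oxidation genes, a list with no camera call under either scaling, turned from -0.017 to 0.034. Of 19 lists, 4 kept their call in camera with an estimated correlation. Fatty acid synthesis (median 0.81), triglyceride synthesis (0.25) and glycolysis (0.44) lost it. Their estimated correlations were 0.52, 0.18 and 0.06. Calls were also lost with negative estimates, for immediate early genes (-0.022, camera adjusted p = 0.067) and glucocorticoid targets (-0.0038, 0.093). The hepatocyte (-0.019) and cell cycle (-0.036) lists kept theirs. The losses can therefore not be put down to correlated genes alone, and their cause was not tested. Fisher's exact test kept 12 of the 19 calls, and not that of triglyceride synthesis (median 0.25, adjusted p = 0.21). The granulocyte list lost its call after median centring, without the filter, under the replicate block and without control replicate 3, and the brown fat list with the lowest 50% left out. Apart from these and oxidative phosphorylation after quantile normalization, the calls of lists held under the scaling, filter, trend, block and single-array alternatives, with 17 of the 19 lists still testable when the lowest 50% were left out. No gene of the lipid and carbohydrate lists was on the hepatocyte list. Leaving hepatocyte genes out could therefore not change these lists, and says nothing about RNA of liver cells. Of the 10 splits of the arrays into 3 and 3, too few for a share under 0.05, 1 gave as many changed probe sets, the real one with 6845, and the highest other gave 0. For probe sets near the array's background, such as Npas2 in control, folds are limited by that background.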

Differences from the paper's values

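The unequal-variance test was chosen only after the data were seen.

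The share of expressed genes changed was 46.6% here (6845 of 14694 probe sets at an adjusted p under 0.05), and the paper's value is 25%. Both use a false discovery threshold of 0.05, and the paper's expression calls were replaced by a filter on signal. Of the alternatives set before the data were examined, the methods' t-test on linear signals (35.5%), the same test on log2 signals (34.9%) and limma without the filter (28.3%) came within 1.5-fold of the paper's value. The others did not: no intensity trend (43.0%), quantile normalization (43.9%), median centring (47.0%), lowest 50% left out (52.7%), floor at the 25th percentile (46.7%), replicate block (50.6%) and single arrays left out (38.1% to 43.5%). Without the filter the share is 6408 of all 22626 probe sets, expressed or not, whereas the paper's value is of expressed genes. The unequal-variance test on linear signals, chosen after seeing the values, gave 24.1% and dropped 0 of the 394 entries of Table S2 that were tested here, a count largely fixed in advance, since the p-values of that table rank with this test.

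The paper states that among the clock genes Rora, like Per2, was not significantly changed. Its text does not name the probe set behind this call for Rora. The brightest probe set of Rora was lower here (log2 fold change -0.32, adjusted p = 0.0044 from limma) under every alternative run, including the unequal-variance test (adjusted p = 0.038), and its other tested probe set did not pass (0.15, adjusted p = 0.43). Per2 did not pass here either.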

Other observations

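The comparison of hybridization controls was made only after the data were seen.

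Most tested genes of macrophages, the interferon response and the cell cycle fell in WAT after TSR, in the same arrays in which 29 of 32 tested hepatocyte markers rose and the 5′ minus 3′ signal of control RNAs was higher, which holds for all groups of genes below. Of 34 macrophage markers 33 fell, such as Ccl6 (log2 fold change -1.55), Aif1 (-1.52) and the receptor gene Mrc1 (-0.95), and Itgam did not pass (-0.33, camera adjusted p = 3.2e-21 and 0.0095 with an estimated correlation). Of 32 interferon response genes 26 fell, among them the chemokine gene Cxcl9 (-1.19) and Irgm2 (-1.43), with camera adjusted p = 4.7e-12 and 0.022 with an estimated correlation. Of 22 cell cycle genes 15 fell, such as Top2a (-1.34) and Cdc20 (-1.27), with adjusted p = 8.1e-06 and 0.047 (0.085 in Fisher's exact test). Of 9 T and NK cell markers 7 fell, such as Ccl5 (-1.20), with adjusted p = 0.0046 and 0.13 (0.13 in Fisher's exact test). Of 6 granulocyte markers 4 fell, such as S100a9 (-1.21), and Alox15 rose (0.80), with adjusted p = 0.026 and 0.30 (0.14 in Fisher's exact test). Alox15 lost its call in the methods' test on log2 signals (adjusted p = 0.071) and in the unequal-variance test (0.091). Of 25 genes of fibroblasts and matrix 16 fell, such as Postn (-1.47) and Col1a1 (-0.64), and Pi16 and Lox rose (2.21 and 0.66), with adjusted p = 2.4e-05 and 0.17. Of 7 B cell genes 4 rose and 2 fell (median 0.60, above 99.91% of random lists of like signal, but 0.23 with 3 higher and 2 lower by the mean of a gene's probe sets), of 17 endothelial genes 4 rose and 9 fell (median -0.24, at percentile 0.07 of such lists, adjusted p = 0.045 in Fisher's exact test), of 11 mesothelial genes 1 rose and 4 fell, and of 5 skeletal muscle genes 2 rose, with camera adjusted p between 0.14 and 0.32 for these lists. The lists of erythroid cells, epididymis, testis and exocrine pancreas had under 3 tested genes and were not tested.

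The next lists, of signal-responsive and other genes, each held genes that rose and genes that fell. None of them passed camera with an estimated correlation. Of 22 immediate early genes 13 fell, such as Ccn1 (-1.64), Fos (-1.46) and Egr1 (-1.24), and 3 rose, with adjusted p = 3.6e-04 and 0.067 with an estimated correlation. Of 20 targets of glucocorticoids 13 fell, such as Sgk1 (-1.20), Ddit4 (-1.35) and Klf9 (-0.45), and 5 rose, such as Cdkn1a (1.13) and Fkbp5 (0.55), with adjusted p = 0.0023 and 0.093. Of 19 heat shock genes 12 rose, such as Hspb7 (4.06) and Cryab (0.95), and 2 fell, with adjusted p = 0.0011 and 0.093. Of 19 genes of the unfolded protein response 4 rose, such as Atf4 (0.90), and 8 fell, with adjusted p = 0.89. Of 36 ribosomal protein genes 30 fell and Rps27 rose (1.24), with adjusted p = 8.5e-10 and 0.27. After quantile normalization 20 fell and the median was -0.13 against -0.37, and Rps27 lost its call in the methods' test (adjusted p = 0.069 on linear and 0.079 on log2 signals). In insulin signalling, where camera gave adjusted p = 0.85 (0.023 in Fisher's exact test), the adaptor genes Sh2b2 (1.83) and Irs3 (0.51) rose and Irs2 (-0.98) and Grb10 (-0.47) fell. Of 17 adipocyte markers 7 rose and 9 fell, with adjusted p = 0.93 (0.00055 in Fisher's exact test), and after quantile normalization 7 rose and 1 fell (adjusted p = 0.017, with a median of 0.09 against -0.20). Of 10 brown fat genes 5 rose, such as Dio2 (2.38) and Ppargc1a (1.04), and 1 fell, with adjusted p = 0.0072 and 0.14 (0.58 in Fisher's exact test). Of 12 adipokine genes 6 rose, such as Azgp1 (2.45) and Lep, and 4 fell, such as Angptl4, with adjusted p = 0.43 (0.036 in Fisher's exact test), and after quantile normalization 8 rose and 1 fell (adjusted p = 0.034). The signal of Lep, which the paper reports by qPCR, was 4571 ± 305 (SD) in control and 7180.3 ± 363 after TSR, with 3 samples each (log2 fold change 0.65, adjusted p = 5.1e-05 from limma).

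The spread between the arrays of a group was small, and a hypothesis was that they carry the same RNA, from a pool or 1 animal. Genes that differ from mouse to mouse would then spread no more than others. The median SD of 78 such genes was 0.11, at the percentile 15.32 of random lists matched on signal (0.10 to 0.14 for the middle 95%), which leaves this hypothesis open. The hepatocyte list, not among these genes, spread more than lists of like signal (0.22, percentile 99.1), and the macrophage list, also not among them, spread less (0.057, percentile 1.14). For the hepatocyte list this decides nothing, since lists were matched on mean signal and its control signals lay far below its TSR signals. If the arrays of a group carry the same RNA, the p-values would measure the spread of the arrays and not that of animals.

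The hybridization controls bioC, bioD and cre, added to the labelled RNA, were brighter in the control arrays, with ratios of 1.34 and 1.46 for bioD and 1.48 and 1.51 for cre by their 3′ probe sets. Of the dim bioB probe sets 4 of 6 were brighter there, and the other two overlapped between groups (ratios 0.95 and 1.07). Of 6 groups of 1435 or 1436 genes ordered by signal, the brightest had a median log2 fold change of -0.10, with 262 higher and 599 lower, and the 5 others lay between 0.00 and 0.06.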
